A study of Mus musculus with 20 samples. Its data were reported in "Endoplasmic reticulum stress actively suppresses hepatic molecular identity in damaged liver" (2020).

How the data were processed

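Liver RNA from 20 adult male mice was measured by the authors on whole-transcript mouse gene arrays, with 1 array per mouse. Mice were wild type (WT) or NFIL3 knockout (NFIL3 KO) and were given vehicle or tunicamycin 8 h before the liver was taken, with 5 separate mice in each of the 4 groups. Groups were taken from the labels of the samples. According to the submitters' processing notes, signals were background-corrected and summarized by RMA in Partek, with quantile normalization and median polish, and the deposited values are log2 signal intensities of probesets. The deposited values were used as they are, after a check that they lay between 0.515 and 13.7 and that array medians lay between 4.65 and 4.77. The array is described by 41345 probesets, of which 23521 are listed with 1 gene symbol, 1814 with several and 16010 with none; 23328 were matched to the mouse RefSeq annotation (GRCm38.p6), which was used only for gene names and for the order of neighbouring genes. Probesets with 1 symbol were averaged into 22180 genes, 1082 of them with several probesets. Probes of the Mup, Cyp2c, Cyp3a, Ugt, Klra, Hba, Hbb and Saa families can be shared between relatives, and values of their members are uncertain. No array was left out of the comparisons. The labels give no batch, day or litter, so none could be modelled.

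Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) to all 20 arrays, with 5 two-sided contrasts, namely tunicamycin against vehicle in WT and in NFIL3 KO livers, NFIL3 KO against WT under vehicle and under tunicamycin, and the interaction of genotype and treatment. P-values were adjusted by the method of Benjamini and Hochberg over all probesets or genes of a contrast, and results under 0.05 were called. Counts of the array are given for probesets, and named genes and lists at the level of genes. Differences are log2 differences of group means with the standard error of the limma fit, and levels are given with the standard deviation of 5 mice. Where the text says that groups did not overlap, all 5 arrays of a group lay on one side of the 5 of the other, which chance gives in 0.794% of genes. For the 5 genes of xenobiotic metabolism that the study singled out, exact two-sided permutation tests used all 252 splits of 10 arrays. Each comparison of counts was repeated on 100 splits of the same arrays into groups of the same sizes, the real split included.

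Gene lists were tested two-sided with camera (limma) at a preset inter-gene correlation of 0.01, with adjustment over the 51 lists of a contrast, and again with the correlation estimated for each list. Further tests of the same lists were fry (limma) and gene set enrichment analysis (GSEA) with 1000 gene permutations on the difference of group means in fgsea 1.28.0. From the study came the LIVER-ID genes, those with and those without super-enhancers, the LIVER-ID TFs, the UBQ genes and the Core Enrichment genes; the last were chosen by the study from these arrays. The remaining lists were written from general knowledge. Those of the stress response were UPR sensors and transcription factors, ER chaperones and folding, ER-associated degradation, ER translocation and COPII transport, N-glycosylation, ATF4 and CHOP targets, cytosolic aminoacyl-tRNA synthetases, NRF2 targets, p53 targets and apoptosis, immediate early genes, NF-kB and chemokine genes, interferon-stimulated genes, acute-phase proteins and cell cycle. Those of liver function were phase I cytochrome P450, phase II and other xenobiotic enzymes, fatty acid oxidation and ketogenesis, fatty acid and triglyceride synthesis, cholesterol synthesis, bile acid synthesis and transport, urea cycle and amino acid catabolism, gluconeogenesis and glycogen, coagulation and complement, hepatocyte secreted proteins, periportal and pericentral hepatocyte markers, male-biased and female-biased liver genes, the circadian clock, the PAR-bZIP family, PAR-bZIP reported targets and housekeeping genes. Markers of other cells covered Kupffer cells and macrophages, sinusoidal endothelium, stellate cells, cholangiocytes, T cells, B cells, NK cells and ILC1, dendritic cells, neutrophils, erythroid cells, platelets, adipocytes and pancreatic acinar cells.

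The rule for naming genes, the comparisons, the tests and most alternatives were chosen before the data were examined. Named in every comparison or where they apply were Nfil3, Hlf, Tef, Dbp, Hspa5, Hsp90b1, Herpud1, Syvn1, Ddit3, Atf4, Atf6, Xbp1, Hnf4a, Foxa2, Nr1h4, Nr1i2, Nr0b2, Ppara, Gsta3, Adh1, Cyp3a11, Fmo5 and Ugt2b1. For each contrast the 8 largest rises and the 8 largest falls were named among genes called with groups that did not overlap (in the interaction, called only), leaving out predicted genes and small RNAs. For each list up to 4 members with the largest change were named, taken from those called or, where none was called, from all. Genes outside this rule are said to have been chosen after their values were seen.

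The fit was tested on simulated data with 200 changed probesets among 41345 and the observed spread. Of changes of 1 on the log2 scale, 85.1% were recovered for tunicamycin in WT livers, 82.1% for tunicamycin in NFIL3 KO livers, 85.1% for genotype under vehicle, 77.6% for genotype under tunicamycin and 52.2% for the interaction. Of changes of 0.5, 20.9%, 29.9%, 32.8%, 22.4% and 8.96% were recovered in the same order, and of changes of 2, 97.0%, 100%, 97.0%, 97.0% and 95.5%. False calls made up between 3.68% and 4.93% of the calls. Among 48 lists, a shifted list was found by camera (adjusted p = 4.1e-75), with 0 of the others called by camera and 0 by fry. The simulated genes varied independently of each other, so this test could not show false list calls that arise from correlated genes.

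Alternatives changed one choice at a time. They were cyclic loess, subtraction of array medians, probesets with exactly 1 symbol, probesets or genes above the median brightness, gene level by mean or by brightest probeset, a change of at least 1.5-fold as well, eBayes with trend and robust variance, ordinary least squares without moderation, array weights, a block for the replicate number, only the 10 arrays compared and each of the 20 arrays left out in turn. For lists they were the estimated correlation, fry, GSEA and a background of genes above the median. Leaving out 3 arrays that stood apart on the principal components, and GSEA of the LIVER-ID genes without the Core Enrichment genes or without replicate 3 of the NFIL3 KO tunicamycin group, were chosen after seeing the data. Data were read with the R package data.table (version 1.17.8) and pandas 2.3.3 (Python 3.11.15), and figures drawn with matplotlib 3.10.9.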

Results

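Gene expression was measured in the livers of 20 male mice, with 1 array for each mouse. The mice were wild type (WT) or lacked the transcriptional repressor NFIL3 (NFIL3 KO), and each received tunicamycin or vehicle 8 h before the liver was taken. Tunicamycin blocks N-linked glycosylation, so that unfolded proteins accumulate in the endoplasmic reticulum (ER) and ER stress (ERS) sets off the unfolded protein response (UPR). Each of the 4 groups held 5 mice. All values are on the log2 scale, and differences are given with the standard error (SE) of the fit. The number of arrays limits the precision of every value. Arrays stood close to the other arrays of their group, with mean correlations across probesets between 0.974 and 0.982. The main axis of variation held 39.4% of the variance and parted tunicamycin from vehicle. On that axis, replicate 3 of the NFIL3 KO tunicamycin group had a score of 16.7, whereas the other 4 arrays of its group lay between 47.1 and 57.1. Along the next axis, with 7.85% of the variance, the same array lay at -59.5, and replicates 1 and 2 of the WT tunicamycin group lay at 35.9 and 40.3.

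**Figure D1:**
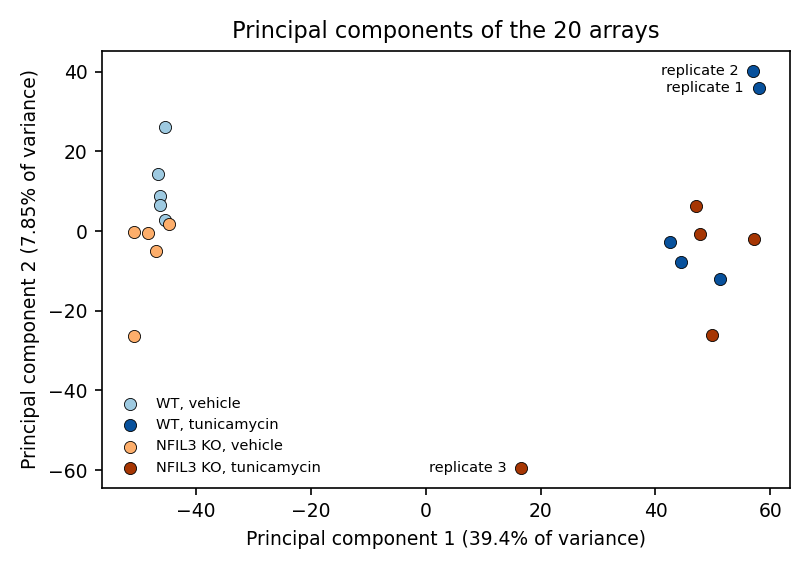
Scores of the 20 arrays on the first 2 principal components of all probesets (arbitrary units, with the percent of the variance on each axis), 1 point per mouse and 1 color per group. The vehicle arrays lie on the left and the tunicamycin arrays on the right, with replicate 3 of the NFIL3 KO tunicamycin group at 16.7 on the horizontal axis.

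Nfil3 mRNA was examined to check the genotypes and to ask whether ERS induced the repressor. In WT livers Nfil3 rose 2.94-fold, from 6.44 ± 0.45 with vehicle to 7.99 ± 0.47 with tunicamycin (SD, n = 5 mice each; 1.55 ± 0.23, adjusted p = 1.2e-05, limma). All 5 tunicamycin arrays (7.42 to 8.55) lay above all 5 vehicle arrays (5.79 to 6.95). In NFIL3 KO livers the signal was 5.41 ± 0.20 with vehicle (5.18 to 5.70) and 5.25 ± 0.46 with tunicamycin (4.83 to 5.99), a difference of -0.17 ± 0.23 (adjusted p = 0.691). After tunicamycin, Nfil3 was lower in NFIL3 KO than in WT livers by 2.75 ± 0.23 in 5 of 5 arrays (adjusted p = 4.1e-07). With vehicle the difference was -1.03 ± 0.23, with the 5 NFIL3 KO arrays below the 5 WT arrays, and did not pass over all genes (adjusted p = 0.227). The test of the difference between the genotypes in the response gave -1.72 ± 0.33 and did not pass either (adjusted p = 0.218), although it passed without replicate 1 of the NFIL3 KO tunicamycin group (-1.91, adjusted p = 0.0232). Whether the probes for Nfil3 lie in the deleted part of the gene is not known here.

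**Figure D2:**
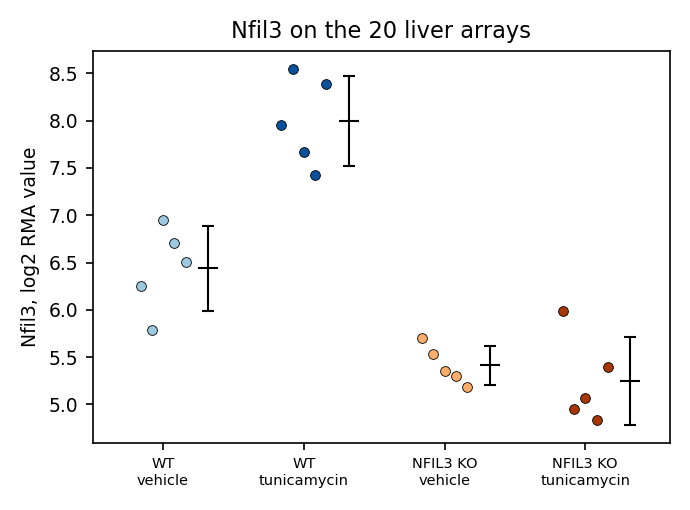
Nfil3 signal (log2) in each of the 20 livers, with 1 point per mouse and the mean ± SD of each group of 5. All WT tunicamycin arrays lie above the WT vehicle arrays, and the NFIL3 KO arrays of both treatments lie between 4.83 and 5.99.

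Tunicamycin was compared with vehicle in WT livers to learn which hepatic genes respond to acute ERS. Derl3, which acts in ER-associated degradation, rose 50.6-fold (5.66 ± 0.22, adjusted p = 1.0e-14), and Ddit3, which encodes the stress transcription factor CHOP, rose 44.6-fold (5.48 ± 0.18, adjusted p = 1.4e-15). They were followed by Nupr1 (5.17 ± 0.16), Far1 (5.08 ± 0.25) and the transcription factor gene Atf3 (4.88 ± 0.32). The amino acid synthesis genes Psat1 (4.38 ± 0.21) and Aldh18a1 (4.29 ± 0.20) and the CHOP target Trib3 (4.20 ± 0.17) completed the 8 largest rises, but Psat1 (mean 3.54) and Aldh18a1 (4.41) lay below the array medians with vehicle, so the sizes of their rises are less certain. The largest falls included the carboxylesterase genes Ces1d (-3.97 ± 0.23), Ces1g (-3.46 ± 0.27) and Ces1b (-3.07 ± 0.19), Onecut1 (-3.63 ± 0.37), which encodes a hepatic transcription factor, and Nr1i3 (-3.42 ± 0.19), which encodes the xenobiotic receptor CAR. Keg1 (-3.19 ± 0.28) and the pseudogenes Serpina4-ps1 (-4.09 ± 0.41) and Mug-ps1 (-3.91 ± 0.27) were the others. For each of these 16 genes the 5 tunicamycin arrays lay wholly on one side of the 5 vehicle arrays.

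Genes of protein handling in the ER rose together in WT livers. Of 24 measured ER chaperone and folding genes, 23 rose and 0 fell (camera, adjusted p = 1.2e-31), among them Creld2 (3.89), Sdf2l1 (3.33), Hyou1 (2.50) and Manf (2.48), and also the chaperone genes Hspa5 (2.10 ± 0.09) and Hsp90b1 (1.27 ± 0.07). ER-associated degradation had 19 rises and 0 falls among 21 genes (adjusted p = 2.9e-18), with Syvn1 at 3.46 ± 0.14, Sel1l at 2.76, Selenos at 1.82 and Herpud1 at 1.56 ± 0.12. ER translocation and COPII transport had 25 rises, such as Srprb (1.96) and Sec24d (1.63), and 1 fall among 28 genes (adjusted p = 5.6e-19). Among 35 N-glycosylation genes, 25 rose and 1 fell (adjusted p = 7.0e-15), and the rises included Gfpt1 (3.01), Alg12 (1.55) and Dpagt1 (1.28), the target of tunicamycin itself. The list of UPR sensors and transcription factors had 9 rises and 0 falls among 13 genes (adjusted p = 4.7e-09), with Atf4 at 1.89 ± 0.12, Atf6 at 1.74 ± 0.09 and Eif2ak3 at 1.65, whereas Xbp1 differed by -0.10 ± 0.10 (adjusted p = 0.571). ATF4 and CHOP targets had 19 rises and 1 fall among 24 genes (adjusted p = 1.8e-15), and cytosolic aminoacyl-tRNA synthetases 14 rises and 1 fall among 16 (adjusted p = 7.2e-16), among them Iars (1.69) and Lars (1.60). Adjusted over the list alone, the rises numbered 26 for ER translocation, 27 (with 3 falls) for N-glycosylation and 15 for the synthetases, and the other counts were the same. The list of p53 targets and apoptosis genes had 7 rises, among them the cell cycle inhibitor Cdkn1a (3.59) and Trp53inp1 (1.49), and 2 falls among 15 genes (7 and 2 adjusted over the list alone; adjusted p = 0.0167), and this call was lost with an adjusted p = 0.0509 with an estimated correlation.

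Liver-identity (LIVER-ID) genes, which the study defined by broad H3K4me3 domains found preferentially in liver, fell in WT livers. Among 491 measured LIVER-ID genes, 254 fell and 64 rose (278 and 69 adjusted over the list alone), and their median difference was -0.30 (adjusted p = 2.6e-12). Of the 305 with super-enhancers, 184 fell and 30 rose (196 and 33 adjusted over the list alone; adjusted p = 2.7e-17), with Lipg at -3.02 and Igfals at -2.83. Of the 186 without super-enhancers, 70 fell and 34 rose (77 and 36 adjusted over the list alone; adjusted p = 0.00161), with Aqp11 at -2.91 and Ifrd1 at 2.76; this call was lost with an adjusted p = 0.129 with an estimated correlation. LIVER-ID transcription factors (TFs) had 19 falls and 4 rises among 38 genes (20 and 5 adjusted over the list alone; adjusted p = 0.000955, lost with an adjusted p = 0.0944 with an estimated correlation). Foxa2 (-1.45 ± 0.14), Ppara (-1.68 ± 0.16), Nr0b2 (-1.94 ± 0.22), Nr1i2 (-0.92 ± 0.10) and the bile acid receptor gene Nr1h4 (-0.46 ± 0.09, adjusted p = 0.000386) fell, and Atf4, also on that list, rose. Hnf4a differed by 0.01 ± 0.11 (adjusted p = 0.956). The ubiquitous (UBQ) genes, which have broad H3K4me3 domains in many tissues, had 138 falls and 110 rises among 517 (150 and 121 adjusted over the list alone), with a median of -0.04 (adjusted p = 0.626). PAR-bZIP activators fell, Hlf by 1.30 (SE 0.14), Dbp by 1.39 (SE 0.23) and Tef by 0.67 (SE 0.09), but as a list of 4 with Nfil3, of which 3 fell and 1 rose (3 and 1 adjusted over the list alone), they did not pass (adjusted p = 0.0836).

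Hepatic metabolism fell broadly in WT livers. Phase II and other xenobiotic enzymes had 38 falls and 1 rise among 48 genes (adjusted p = 3.8e-15), led by Ces1d, Ces1f (-2.88), Ces1e (-2.22) and the alcohol dehydrogenase gene Adh4 (-1.92). Phase I cytochrome P450 genes had 22 falls and 2 rises among 37 (adjusted p = 1.4e-05), and the rises were Cyp2b10 (4.14 ± 0.29), a target of CAR, and Cyp2a22 (1.96). Fatty acid oxidation and ketogenesis had 22 falls and 1 rise among 26 genes (adjusted p = 1.2e-09), with Ppargc1a at -2.63, and the rise was that of Pdk4 (1.58), an inhibitor of pyruvate oxidation. Fatty acid and triglyceride synthesis had 13 falls and 1 rise among 20 (adjusted p = 2.3e-06; Srebf1 -2.74, Acacb -2.09), and bile acid synthesis and transport 15 falls and 1 rise among 22 (adjusted p = 8.8e-07), including Cyp7a1 (-1.85), the rate-limiting enzyme of bile acid synthesis. Urea cycle and amino acid catabolism had 18 falls and 1 rise among 27 (adjusted p = 1.2e-09; Hal -2.45, Gldc -2.02), and gluconeogenesis and glycogen 10 falls and 1 rise among 14 (adjusted p = 0.000423; Pck1 -1.73, Gys2 -1.67). Coagulation and complement had 19 falls and 2 rises among 30 (adjusted p = 4.4e-08; Mbl1 -1.72, F7 -1.23), and hepatocyte secreted proteins 7 falls and 0 rises among 14 (adjusted p = 0.00514; Serpina1a -1.03). Adjusted over the list alone, the falls numbered 41 for phase II, 24 for phase I, 16 for bile acids, 20 for the urea cycle and 20 for coagulation, and the other counts were the same. With an estimated correlation the phase II call held (adjusted p = 0.0240), and the others were lost, with an adjusted p = 0.108 with an estimated correlation for phase I, 0.107 for fatty acid oxidation, 0.0599 for fatty acid synthesis, 0.0944 for bile acids, 0.0583 for the urea cycle, 0.104 for gluconeogenesis, 0.127 for coagulation and 0.0599 for secreted proteins.

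Hepatocyte zonation markers, male-biased and interferon-stimulated genes also fell in WT livers. Periportal markers had 7 falls and 1 rise among 12 (adjusted p = 0.000253; Hal, Etnppl -1.76), and pericentral markers 9 falls and 1 rise among 15 (adjusted p = 0.00273; Glul -1.11). Male-biased genes had 7 falls and 0 rises among 14 (adjusted p = 0.00126; Hsd3b5 -2.56), and interferon-stimulated genes 8 falls and 0 rises among 17 (adjusted p = 0.000758; Ifit1 -1.44). Reported PAR-bZIP targets had 8 falls, such as Nr1i3 and Ppara, and 1 rise, that of Cyp2b10, among 11 (adjusted p = 0.000469). The 27 measured Core Enrichment genes, which the study picked from these arrays and which are therefore not independent evidence, had 23 falls and 0 rises (23 and 0 adjusted over the list alone; adjusted p = 3.0e-13), with Lpin2 at -1.91. Adjusted over the list alone, the falls numbered 8 for periportal, 10 (with 2 rises) for pericentral, 9 for male-biased and 9 for interferon-stimulated genes, and 8 for PAR-bZIP targets. The periportal call held with an adjusted p = 0.0360 with an estimated correlation, whereas the adjusted p with an estimated correlation was 0.243 for pericentral, 0.173 for male-biased, 0.194 for interferon-stimulated genes and 0.104 for PAR-bZIP targets.

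Over all probesets, 4794 rose and 3762 fell in WT livers, together 20.69% of the 41345 tested. At the level of genes, 3035 rose and 3042 fell among 22180, and in 4924 genes (22.2%) the arrays of both treatments did not overlap, against 0.794% by chance. Of the 51 lists, 27 passed and 12 of them held with an estimated correlation, namely the ER, ATF4 and CHOP, synthetase, LIVER-ID, super-enhancer, Core Enrichment, phase II and periportal lists named above. Requiring a change of at least 1.5-fold as well left 5106 probesets (3171 rises, 1935 falls).

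Tunicamycin was compared with vehicle in NFIL3 KO livers to ask how the response to ERS ran without this repressor. The largest rises were those of Derl3 (4.73 ± 0.22, adjusted p = 2.8e-13) and Ddit3 (4.56 ± 0.18, adjusted p = 3.2e-14). Far1 (4.40 ± 0.25), Cyp2b10 (4.30 ± 0.29), Nupr1 (4.22 ± 0.16), Atf3 (4.02 ± 0.32), Nucb2 (3.99 ± 0.17), which encodes a secreted calcium-binding protein, and Cdkn1a (3.91 ± 0.20) followed. The falls were led by Mug-ps1 (-4.21 ± 0.27), Ces1d (-3.54 ± 0.23), Ces1g (-3.20 ± 0.27) and Nr1i3 (-3.12 ± 0.19). Keg1 (-3.12 ± 0.28), Serpina4-ps1 (-3.10 ± 0.41), the aquaporin gene Aqp11 (-2.94 ± 0.17) and the endothelial lipase gene Lipg (-2.90 ± 0.28) were the others. In all of these genes the arrays of both treatments did not overlap. Hspa5 (2.15 ± 0.09), Hsp90b1 (1.22 ± 0.07), Herpud1 (1.44 ± 0.12), Syvn1 (3.03 ± 0.14), Atf4 (1.71 ± 0.12) and Atf6 (1.69 ± 0.09) rose, and Xbp1 differed by -0.09 ± 0.10. Foxa2 (-1.08 ± 0.14), Ppara (-1.63 ± 0.16), Nr0b2 (-1.77 ± 0.22), Nr1i2 (-0.60 ± 0.10), Hlf (-1.17 ± 0.14), Dbp (-1.78 ± 0.23) and Tef (-0.53 ± 0.09) fell. Hnf4a differed by 0.10 ± 0.11, and Nr1h4, at -0.24 ± 0.09, did not pass (adjusted p = 0.0631), although it did with cyclic loess (-0.26, adjusted p = 0.0306). Its response was not shown to differ from that in WT livers (interaction 0.23 ± 0.13, adjusted p = 1.0).

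The ER lists had nearly as many rises as in WT livers. In NFIL3 KO livers the ER chaperone list had 23 rises and 0 falls (adjusted p = 9.6e-30), ER-associated degradation 19 and 0 (adjusted p = 9.6e-17), ER translocation 23 and 1 (adjusted p = 1.8e-17), N-glycosylation 25 and 1 (adjusted p = 1.0e-13) and the UPR list 9 and 0 (adjusted p = 1.7e-07). ATF4 and CHOP targets had 18 rises and 0 falls (adjusted p = 1.9e-15), and the aminoacyl-tRNA synthetases 14 and 0 (adjusted p = 6.0e-15). Adjusted over the list alone, ER translocation had 26 rises, N-glycosylation 27 rises and 2 falls, and the ATF4 and synthetase lists 1 fall each. Over the 86 genes of the chaperone, degradation, translocation and UPR lists, the mean response was 1.11 in NFIL3 KO and 1.23 in WT livers, and it was 1.14 in NFIL3 KO livers without replicate 3 of the tunicamycin group, the array that stood apart. The p53 list, with 6 rises and 2 falls (6 and 2 adjusted over the list alone), did not pass (adjusted p = 0.0634).

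LIVER-ID genes fell in NFIL3 KO livers as well, with 258 falls and 58 rises (279 and 68 adjusted over the list alone; median -0.34, adjusted p = 7.5e-12). The super-enhancer group had 183 falls and 27 rises (200 and 30 adjusted over the list alone; adjusted p = 1.8e-16), the group without super-enhancers 75 and 31 (79 and 37 adjusted over the list alone; adjusted p = 0.00148, lost with an adjusted p = 0.121 with an estimated correlation) and the LIVER-ID TFs 17 and 4 (19 and 4 adjusted over the list alone; adjusted p = 0.00148, lost with an adjusted p = 0.0924 with an estimated correlation). Core Enrichment genes, picked by the study from these arrays and so not independent evidence, had 17 falls and 0 rises (19 and 0 adjusted over the list alone; adjusted p = 1.1e-06, lost with an adjusted p = 0.0701 with an estimated correlation). UBQ genes had 144 falls and 96 rises (152 and 102 adjusted over the list alone; adjusted p = 0.125). Metabolic lists fell in NFIL3 KO livers too, with 37 falls and 0 rises for phase II enzymes (39 and 1 adjusted over the list alone; adjusted p = 1.4e-12), 19 and 2 for phase I (21 and 2 adjusted over the list alone; adjusted p = 0.000391) and 22 and 1 for fatty acid oxidation (24 and 2 adjusted over the list alone; adjusted p = 7.3e-10). Cholesterol synthesis had 10 falls, such as Dhcr7 (-1.76) and Insig1 (-1.29), and 4 rises, such as Mvd (1.93), among 19 genes (11 and 4 adjusted over the list alone; adjusted p = 0.0112), and this call was lost with an adjusted p = 0.516 with an estimated correlation and without replicate 5 of the NFIL3 KO vehicle group (adjusted p = 0.0514). The PAR-bZIP family had 3 falls and 0 rises (3 and 0 adjusted over the list alone; adjusted p = 0.00480, lost with an adjusted p = 0.0684 with an estimated correlation). The phase II call held with an adjusted p = 0.0418 with an estimated correlation, and the adjusted p with an estimated correlation was 0.182 for phase I and 0.0924 for fatty acid oxidation.

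The other metabolic lists passed in NFIL3 KO livers as well. Fatty acid and triglyceride synthesis had 10 falls and 0 rises (adjusted p = 2.9e-05), bile acid synthesis and transport 14 and 1 (adjusted p = 2.7e-06) and the urea cycle and amino acid catabolism 20 and 1 (adjusted p = 8.8e-09). Gluconeogenesis and glycogen had 9 falls and 1 rise (adjusted p = 0.000448), coagulation and complement 24 and 1 (adjusted p = 7.9e-11) and hepatocyte secreted proteins 9 and 0 (adjusted p = 0.00114). Adjusted over the list alone, there were 13 falls and 1 rise for fatty acid synthesis, 16 falls for bile acids, 25 for coagulation and 1 rise for secreted proteins, and the other counts were the same. The call for secreted proteins held with an adjusted p = 0.0391 with an estimated correlation, whereas the adjusted p with an estimated correlation was 0.0924 for fatty acid synthesis, bile acids and gluconeogenesis, 0.0715 for the urea cycle and 0.0881 for coagulation.

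Over all probesets, 4557 rose and 3804 fell in NFIL3 KO livers, 20.2% of those tested. Among genes, 2984 rose and 3045 fell, and the arrays of both treatments did not overlap in 4633 (20.9%, against 0.794% by chance). The response was shared between the genotypes, since 2524 genes rose in both where 408 were expected from the separate counts, and 2353 fell in both where 418 were expected. Across genes, which are not independent replicates, the responses of the genotypes correlated with Pearson's r = 0.916 and Spearman's rho = 0.731. Of the 28 lists that passed here, 12 held with an estimated correlation. Requiring a change of at least 1.5-fold as well left 4903 probesets (2960 rises, 1943 falls).

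**Figure D3:**
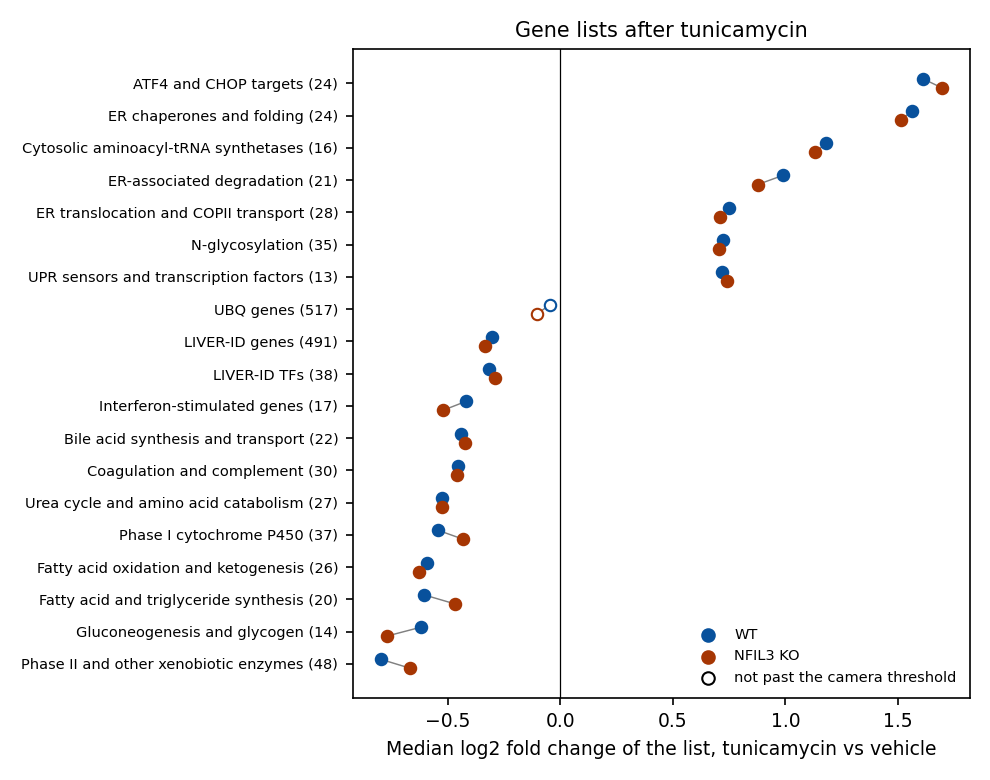
Median difference (log2) of the members of gene lists in the comparisons, with 1 point per list and comparison, open where the list did not pass and filled where it did, and the number of measured members in brackets. ER lists lie to the right of 0 and LIVER-ID and metabolic lists to the left after tunicamycin in both genotypes, with medians of -0.30 and -0.34 for the LIVER-ID genes.

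NFIL3 KO was compared with WT under vehicle to ask what the loss of NFIL3 changed in the absence of ERS. Few genes differed. The phosphate transporter gene Slc17a1 was higher in NFIL3 KO livers (1.14 ± 0.12, adjusted p = 5.8e-05), and Osbpl3, which encodes an oxysterol-binding protein, was 2.87-fold higher (1.52 ± 0.21, adjusted p = 0.00311). The N-acetyltransferase genes Nat8 (1.13 ± 0.20, adjusted p = 0.0373) and Nat8f3 (0.84 ± 0.14, adjusted p = 0.0291) were higher as well. The remaining gene that passed was Mir1945 (0.75 ± 0.12, adjusted p = 0.0291), which was chosen after its values were seen. For these genes the 5 NFIL3 KO arrays lay above the 5 WT arrays. So they did for Auh (0.63 ± 0.14), which did not pass (adjusted p = 0.207, limma). The activators Hlf (-0.17 ± 0.14), Tef (-0.07 ± 0.09) and Dbp (-0.02 ± 0.23) did not pass, nor did Nupr1 (0.83 ± 0.16, adjusted p = 0.0872) or Ddit3 (0.79 ± 0.18, adjusted p = 0.240), although Ddit3 passed without replicate 5 of the NFIL3 KO vehicle group (0.96, adjusted p = 0.0443). The Nat8 call was lost on leaving out any of 15 of the 20 arrays (adjusted p 0.0108 to 0.140), and the Nat8f3 call on leaving out any of 6 (adjusted p 0.0130 to 0.120).

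As lists, 9 passed under vehicle, and none held with an estimated correlation. Upward shifts were seen for NF-kB and chemokine genes (median 0.18, adjusted p = 0.0261, but adjusted p = 0.831 with an estimated correlation), immediate early genes (0.19, adjusted p = 0.00858, but adjusted p = 0.712 with an estimated correlation) and ATF4 and CHOP targets (0.06, adjusted p = 0.0374, but adjusted p = 0.83 with an estimated correlation). Cholesterol synthesis (-0.17, adjusted p = 0.00315), phase I cytochrome P450 (-0.09, adjusted p = 0.00453), pericentral markers (-0.10, adjusted p = 0.0261) and PAR-bZIP targets (-0.32, adjusted p = 0.0441) shifted downward, each with an adjusted p = 0.83 with an estimated correlation. So did phase II enzymes (-0.09, adjusted p = 0.04995, but adjusted p = 0.831 with an estimated correlation) and the PAR-bZIP family (-0.12, adjusted p = 0.0417, but adjusted p = 0.712 with an estimated correlation), which counts Nfil3 itself. No member of these 9 lists passed over all genes in limma, whereas 1184 of all 22180 genes had an unadjusted p under 0.05. Adjusted over the list alone, 2 ATF4 and CHOP targets were higher, 5 phase I and 4 phase II genes were lower and 1 of each was higher, and 1 gene was lower in each of the pericentral, PAR-bZIP target and PAR-bZIP family lists. Each call was lost on leaving out at least 1 array, from 1 of 20 for immediate early genes (adjusted p = 0.0658 without replicate 3 of the WT vehicle group) to 9 of 20 for phase II enzymes (adjusted p up to 0.368). LIVER-ID genes had a median of -0.01 (adjusted p = 0.535), with 0 members past the limma test over all genes and 0 adjusted over the list alone.

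At the level of probesets, 5 were higher and 1 was lower in NFIL3 KO livers under vehicle, of which 2 are listed with a gene (Osbpl3 and Slc17a1) and 4 with none. An unadjusted p under 0.05 was reached by 2364 probesets (5.72%). The arrays of both genotypes did not overlap in 273 genes (1.23%, against 0.794% by chance). Only the 10 vehicle arrays fitted alone gave 1 probeset, and ordinary least squares without moderation gave 3.

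After tunicamycin, NFIL3 KO was compared with WT to ask which genes depended on NFIL3 during ERS. After Nfil3 itself, the largest difference among genes with non-overlapping arrays was that of Auh, which encodes an enzyme of leucine degradation and lies next to Nfil3 on the chromosome. Its signal was 4.56-fold higher in NFIL3 KO livers, at 8.16 ± 0.34 against 5.97 ± 0.29 (SD, n = 5 each; 2.19 ± 0.14, adjusted p = 4.9e-09, limma), in 5 of 5 arrays. Slc17a1 was again higher (1.43 ± 0.12, adjusted p = 4.0e-07), as were the adrenergic receptor gene Adra1b (1.12 ± 0.12, adjusted p = 1.1e-05) and the triglyceride regulator Apoa5 (1.59 ± 0.22, adjusted p = 0.00112). Lonrf3 (1.22 ± 0.20), Mme (1.31 ± 0.24), which encodes neprilysin, Apoa4 (1.35 ± 0.28, adjusted p = 0.0420), Zbtb16 (1.18 ± 0.23) and Slc17a8 (1.13 ± 0.22) completed the largest rises. Besides Nfil3, the largest falls among genes with non-overlapping arrays were those of the glutamate receptor gene Gria3 (-1.05 ± 0.19), the kinase gene Sgk1 (-0.94 ± 0.17), Arsa (-0.75 ± 0.11), which encodes a lysosomal sulfatase, Pla2g12a (-0.73 ± 0.12), Hid1 (-0.71 ± 0.12), Fam187b (-0.68 ± 0.14) and Tmem86b (-0.53 ± 0.11). In each of these genes but Apoa5 the arrays of both genotypes did not overlap. The ERS genes Hspa5 (0.05 ± 0.09), Ddit3 (-0.13 ± 0.18), Atf4 (-0.19 ± 0.12) and Herpud1 (-0.05 ± 0.12) did not pass, nor did Hnf4a (0.06 ± 0.11), Foxa2 (0.27 ± 0.14), Nr1i2 (0.33 ± 0.10) or Ppara (0.07 ± 0.16).

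Genes of xenobiotic metabolism that the study had singled out in these arrays were tested on their own, and their choice is not independent of the data. Gsta3, which encodes a glutathione transferase, was 1.87-fold higher in NFIL3 KO livers after tunicamycin (0.91 ± 0.13, adjusted p = 0.00144), with 5 of 5 arrays above the highest WT array. Cyp3a11, a cytochrome P450 gene of a family whose members the probes separate with uncertainty, was 1.56-fold higher (0.64 ± 0.13, adjusted p = 0.0399), also in 5 of 5 arrays. Adh1 (0.31 ± 0.11, 4 arrays above), Fmo5 (0.28 ± 0.14, 3 arrays above) and Ugt2b1, of another such family (0.23 ± 0.13, 1 array above), did not pass over all genes. Exact two-sided permutation tests over all 252 splits gave p = 0.00794 for Gsta3 and for Cyp3a11, the smallest p they can give, and 0.0159 for Adh1, 0.151 for Fmo5 and 0.222 for Ugt2b1. Adjusted over these 5 genes, the permutation p were 0.0198, 0.0198, 0.0265, 0.188 and 0.222 in the same order. Under vehicle the differences were 0.098 for Gsta3, 0.32 for Cyp3a11, 0.23 for Adh1, 0.099 for Fmo5 and -0.061 for Ugt2b1. Their exact permutation p were 0.468, 0.0714, 0.0873, 0.437 and 0.492 in the same order. The genotype difference in the response was 0.81 ± 0.19 for Gsta3 and did not pass over all genes (adjusted p = 0.494). Adjusted among the 5, the p for this difference was 0.00144 for Gsta3, 0.218 for Cyp3a11, 0.218 for Ugt2b1, 0.471 for Fmo5 and 0.653 for Adh1. In WT livers Gsta3 fell by 1.36 with tunicamycin (SE 0.13), and in NFIL3 KO livers by 0.55 (SE 0.13). The Cyp3a11 call was lost on leaving out any of 12 of the 20 arrays (adjusted p 0.0268 to 0.143).

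**Figure D4:**
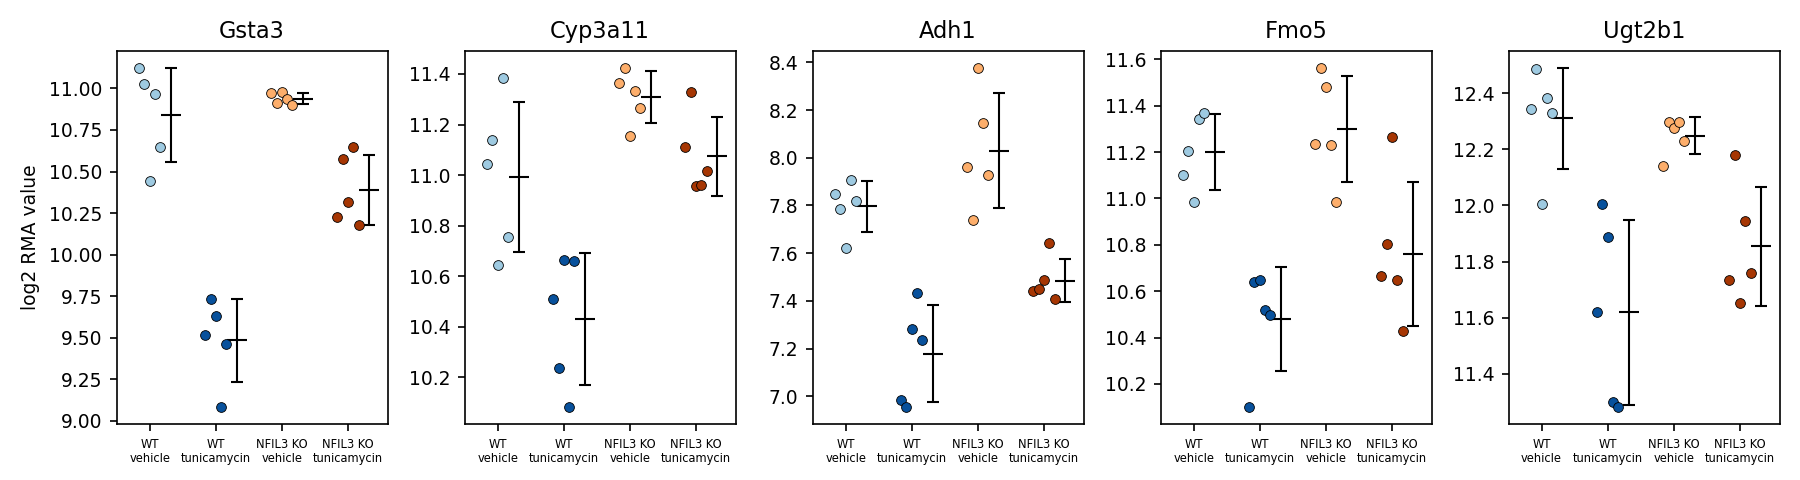
Signal (log2) of Gsta3, Cyp3a11, Adh1, Fmo5 and Ugt2b1 in the 4 groups, with 1 point per mouse and the mean ± SD of each group of 5. After tunicamycin all NFIL3 KO arrays lie above all WT arrays for Gsta3 and Cyp3a11, by 0.91 and 0.64 on average, and not for the others.

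LIVER-ID genes were compared between the genotypes after tunicamycin to ask whether their repression depended on NFIL3. The study tested a narrower set, namely those LIVER-ID genes that ERS had repressed in primary hepatocytes. Results for all LIVER-ID genes therefore do not repeat its test. Of the 491 genes, 5 were higher in NFIL3 KO livers and 0 lower (8 and 1 adjusted over the list alone), among them Apoa5, Gsta3, the steroid dehydrogenase gene Hsd3b3 (0.90, adjusted p = 0.0291) and Cyp3a11. As a list they did not pass in camera (adjusted p = 0.958), and their median (-0.01) and mean (0.01) differed in sign. GSEA with gene permutations called them higher with a normalized enrichment score of 1.33 (adjusted p = 0.0340), and the group with super-enhancers with 1.59 (adjusted p = 0.0141). Without replicate 3 of the NFIL3 KO tunicamycin group the score for all 491 was 1.23 and did not pass in this permutation test (adjusted p = 0.0719), whereas the super-enhancer group still passed with 1.45 (adjusted p = 0.0219). In the super-enhancer group 5 genes were higher and 0 lower (7 and 1 adjusted over the list alone). Core Enrichment genes, picked by the study from these arrays and therefore not independent evidence, were higher as a group (median 0.31, adjusted p = 9.7e-18), and this call held with an adjusted p = 0.0157 with an estimated correlation; 27 of 27 differences lay above 0, and 2 genes passed over all genes and 10 adjusted over the list alone. In the LIVER-ID TFs the median difference was -0.03 (adjusted p = 0.958), with 0 called by limma over all genes and 0 adjusted over the list alone.

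Of the other lists, 5 passed after tunicamycin, and all were lost with an estimated correlation. NF-kB and chemokine genes shifted upward (median 0.25, adjusted p = 0.000253, but adjusted p = 0.977 with an estimated correlation), with Cxcl1 at 1.04 and Cxcl10 at 0.95, neither of which passed alone. Neutrophil markers did too (0.15, adjusted p = 0.00375, but adjusted p = 0.777 with an estimated correlation), with 13 of 13 differences above 0. Both calls were lost without replicate 2 of the NFIL3 KO tunicamycin group (adjusted p = 0.676 and 0.0734). Cholesterol synthesis genes shifted downward (-0.22, adjusted p = 2.9e-05, but adjusted p = 0.977 with an estimated correlation), with Sqle at -0.53 and Fdft1 at -0.49. N-glycosylation genes shifted downward as well (-0.10, adjusted p = 0.000940, but adjusted p = 0.977 with an estimated correlation). This call was lost without replicate 3 of the NFIL3 KO tunicamycin group, the array that stood apart (adjusted p = 0.132). The list means of replicates 1, 2 and 4 of that group still lay below those of all WT tunicamycin arrays, and that of replicate 5 did not. The PAR-bZIP family, which counts Nfil3, was lower (-0.22, adjusted p = 0.0108, but adjusted p = 0.314 with an estimated correlation), and this call was lost without replicate 3 of the WT tunicamycin group (adjusted p = 0.0659). Apart from Nfil3, no member of these 5 lists passed in limma, over all genes or adjusted over the list alone. Single members that passed in other lists were Mbl1 (0.92, adjusted p = 0.0349), Slco1a4 (-1.74, adjusted p = 0.0399) and Ank3 (-0.68, adjusted p = 0.0310).

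In all, 20 probesets were higher and 5 lower in NFIL3 KO livers after tunicamycin, of which 22 are listed with 1 gene, 1 with several and 2 with none. Apoa4, Mme, Zbtb16, Slc17a8, Gria3, Sgk1, Fam187b, Tmem86b and Cyp3a11 were called as genes, but none of their probesets was called. An unadjusted p under 0.05 was reached by 3283 probesets (7.94%). At the level of genes, 39 were higher and 15 lower, and the arrays of both genotypes did not overlap in 331 genes (1.49%, against 0.794% by chance). Of the 39 higher genes, 2 were also among the 5 higher under vehicle, where 0.00879 were expected, and across genes the effects of genotype under vehicle and tunicamycin correlated with r = 0.243 and rho = 0.189. The count was 8 with only the 10 tunicamycin arrays, 38 after cyclic loess and 15 without replicate 2 of the NFIL3 KO tunicamycin group. Several named genes depended on single arrays, since the call was lost on leaving out any of 15 arrays for Apoa4, 14 for Tmem86b, 8 for Slc17a8 and for Fam187b, 6 for Zbtb16, 3 for Sgk1, 2 for Gria3 and 1 for Mme (replicate 4 of the WT tunicamycin group, adjusted p = 0.0510), with adjusted p of at most 0.133.

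The interaction of genotype and treatment asked whether the response to tunicamycin itself differed between NFIL3 KO and WT livers. Auh rose in NFIL3 KO livers (1.08 ± 0.14) and fell in WT livers (-0.48 ± 0.14), a difference of 1.56 ± 0.20 (adjusted p = 0.00167, limma). Adra1b fell by 1.25 in WT livers (SE 0.12), in 5 of 5 arrays, and differed by -0.19 ± 0.12 in NFIL3 KO livers, an interaction of 1.06 ± 0.16 (adjusted p = 0.0171). The Adra1b call was lost on leaving out any of 8 of the 20 arrays (adjusted p 0.00341 to 0.0576). Osbpl3 (-1.17 ± 0.30, adjusted p = 0.665), Zbtb16 (1.33 ± 0.33, adjusted p = 0.610), Gria3 (-1.14 ± 0.27, adjusted p = 0.510) and Nupr1 (-0.95 ± 0.22, adjusted p = 0.494) did not pass.

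**Figure D5:**
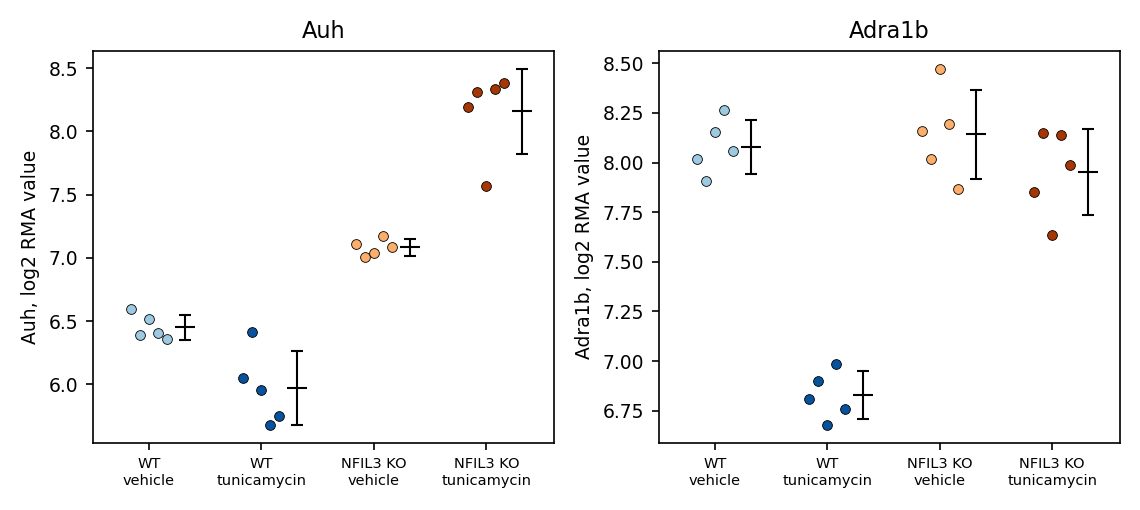
Signal (log2) of Auh and Adra1b in the 4 groups, with 1 point per mouse and the mean ± SD of each group of 5. Auh lies at 8.16 on average in NFIL3 KO livers after tunicamycin and at 5.97 in WT livers, and Adra1b is lower after tunicamycin in WT livers, with an interaction of 1.06.

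As lists, 7 passed in the interaction, and none held with an estimated correlation. Responses in NFIL3 KO livers were lower than in WT livers for ER chaperones (median -0.12, adjusted p = 0.00639), ER-associated degradation (-0.09, adjusted p = 0.0397), ER translocation (-0.09, adjusted p = 0.0440), UPR sensors and transcription factors (-0.17, adjusted p = 0.0439) and immediate early genes (-0.19, adjusted p = 0.0440), each with an adjusted p = 0.860 with an estimated correlation. These are medians of the differences of single genes. The median response itself in WT and NFIL3 KO livers was 1.56 and 1.51 for ER chaperones and 0.988 and 0.877 for ER-associated degradation. It was 0.747 and 0.711 for ER translocation, and not lower for the UPR list (0.718 and 0.739). The members with the largest differences were Derl3 (-0.93 ± 0.31), Ddit3 (-0.92 ± 0.26), Egr1 (-0.84), Creld2 (-0.60) and Srprb (-0.45), none of which passed alone. Without replicate 3 of the NFIL3 KO tunicamycin group, the array that stood apart, none of these 5 lists passed in camera (adjusted p = 0.0781 for ER chaperones, 0.287 for immediate early genes and 0.307 for the others), although the median for ER chaperones was still -0.116. The 4 ER lists were lost without replicate 2 of the WT vehicle group too (adjusted p = 0.0810, and 0.0899 for the UPR list). Over all 20 arrays left out in turn, the call was lost in 2 fits for ER chaperones, 5 for the UPR list, 6 for ER-associated degradation, 9 for immediate early genes and 10 for ER translocation (adjusted p up to 0.307). Phase II enzymes responded less negatively in NFIL3 KO livers (0.12, adjusted p = 0.0263, but adjusted p = 0.860 with an estimated correlation), a call lost on leaving out any of 9 arrays (adjusted p up to 0.175). Between the genotypes after tunicamycin, phase II enzymes and immediate early genes did not pass by camera (adjusted p = 0.501 and 0.958). Both lists had passed under vehicle, so a different start cannot be told apart from a different response. Core Enrichment genes, not independent evidence, differed by 0.33 (adjusted p = 1.7e-11, but adjusted p = 0.0995 with an estimated correlation). In limma, 0 members of these lists passed over all genes, against 1019 of 22180 genes with an unadjusted p under 0.05; adjusted over the list alone, 1 UPR gene was lower, and 1 phase II and 1 Core Enrichment gene were higher. At the level of probesets 1 passed, that of Auh, with 1722 (4.16%) at an unadjusted p under 0.05, and at the level of genes these 2, Auh and Adra1b.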

Values the study reported

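In primary mouse hepatocytes given thapsigargin for 4 h, the study reported that about 45% of the regulated genes went down. In the same cells it reported that 62% of the regions with altered H3K27 acetylation gained signal and 38% lost it. For the mouse livers used here, the study gave the dose of tunicamycin as 1 μg/g and the time of treatment as 8 h.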

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

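The tests of the Auh pattern, the test of a higher start of the ER genes under vehicle and the search of most list means for arrays set apart were chosen only after the result was seen. Among 460 groups of 5 arrays examined, 31 held an array that stood far from the other 4, where chance sets apart about 1 in 20 groups, or 23 here. The other results in this part are differences between the genotypes in the response to tunicamycin.

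Auh was higher in NFIL3 KO livers, and its response to tunicamycin differed between the genotypes by 1.56. Under vehicle it was already higher by 0.63 ± 0.14, a difference that did not pass over all genes (adjusted p = 0.207, limma). Loss of repression by NFIL3 beside another input that tunicamycin raises stays open, and the rise of Auh by 1.08 in NFIL3 KO livers, which it needs, decides nothing, since it is part of the pattern. A candidate explanation is transcription running on from the Nfil3 promoter into the neighbouring Auh in the altered allele. It needs an excess of Auh that grows with tunicamycin as Nfil3 did in WT livers (ratio 0.988, bootstrap interval 0.486 to 1.78). That interval is wide, and a growing excess goes with loss of repression as well, so the ratio favours neither. For a stretch of other sequence around the locus, the differences of the 19 neighbours lay at percentile 98.3 of blocks of genes elsewhere after tunicamycin (95.5 by t) but at 62.8 under vehicle, where that sequence would be present too, and the lowest adjusted p among them was 0.462. All 3 explanations stay open, since the sequence of the allele was not measured.

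By camera at the preset correlation, ER stress lists rose less with tunicamycin in NFIL3 KO than in WT livers, with medians of the interaction of -0.12 for ER chaperones, -0.094 for ER translocation, -0.090 for ER-associated degradation and -0.17 for the UPR list. None of these calls held with the estimated correlation (adjusted p = 0.860), and fry called 0 lists. For the UPR list the median response itself was not lower, at 0.718 in WT and 0.739 in NFIL3 KO livers. The 1 weakly responding array, replicate 3 of the NFIL3 KO tunicamycin group, is left open as the cause, since 0 of the 4 lists were called by camera without it, and 0 without replicate 2 of the WT vehicle group, but much of the difference stayed. Without the weak array the median was -0.116 for ER chaperones, -0.056 for ER translocation, -0.048 for ER-associated degradation and -0.10 for the UPR list, and the mean over the 86 genes was -0.089 where it had been -0.126. A higher start of these genes in NFIL3 KO livers given vehicle cannot be told apart from a weaker rise, since the share of the interaction over the 86 genes lying under vehicle was 46.7% with a bootstrap interval from 8.77% to 92.2%, and no biological explanation was tested.

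Replicate 3 of the NFIL3 KO tunicamycin group stood apart in 5 measures. Its score on the first principal component was 16.7 (47.1 to 57.1 in the other 4), and its signal was 5.52 for Osbpl3 (4.31 to 4.54), 5.76 for Nat8 (6.33 to 6.43) and 7.57 for Auh (8.20 to 8.38). Its mean of gluconeogenesis and glycogen genes was 10.08 (9.67 to 9.79). No explanation was tested.

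Single arrays also stood apart in other groups. In the NFIL3 KO tunicamycin group, replicate 4 had 12.78 for Herpud1 (12.5 to 12.6 in the others). In the WT vehicle group, replicate 3 had 7.93 for Atf4 (8.09 to 8.14 in the others) and replicate 4 had 8.68 for Ppara (8.95 to 9.02). In the WT tunicamycin group, Fmo5 was 10.10 in replicate 1 (10.50 to 10.65 in the others), Gria3 was 6.40 in replicate 2 (6.71 to 6.80) and Arsa was 7.05 in replicate 4 (6.53 to 6.67). Replicate 5 of that group had 9.07 for Cyp2b10 (7.94 to 8.25) and 4.81 for Fam187b (5.18 to 5.31). The mean of ATF4 and CHOP targets was 8.12 in replicate 2 of that group (7.98 to 8.02 in the others). In the NFIL3 KO vehicle group, replicate 5 had 5.30 for Aldh18a1 (4.22 to 4.53 in the others) and 7.84 for Nucb2 (7.11 to 7.25). Replicate 2 of that group had a score of -26.4 on the second principal component (-5.02 to 1.86) and an array median of 4.75 (4.68 to 4.69 in the others).

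The means of further lists set single arrays apart. The widest gap was that of the NF-kB and chemokine genes, at 7.19 in replicate 2 of the NFIL3 KO tunicamycin group (5.66 to 5.78 in the others), the array without which the call of that list after tunicamycin was lost (adjusted p = 0.676), and the p53 list stood at 6.54 in the same array (6.43 to 6.45). In the NFIL3 KO vehicle group, replicate 5 had 8.46 for aminoacyl-tRNA synthetases (8.16 to 8.24), 8.92 for ER translocation (8.79 to 8.81) and 6.96 for interferon-stimulated genes (6.51 to 6.64). Fatty acid oxidation was at 9.49 in replicate 1 of that group (9.17 to 9.21), NRF2 targets at 7.76 in replicate 3 (7.86 to 7.91) and dendritic cell markers at 5.202 in replicate 4 (5.32 to 5.36). In the WT tunicamycin group, sinusoidal endothelial markers were at 7.96 in replicate 2 (7.66 to 7.72), the p53 list at 6.40 in replicate 3 (6.51 to 6.54), T cell markers at 4.51 in replicate 4 (4.35 to 4.39) and periportal markers at 8.77 in replicate 5 (8.39 to 8.49). NRF2 targets were at 7.78 in replicate 5 of the WT vehicle group (7.85 to 7.86).

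Also called in the interaction were Adra1b (1.06) and, by camera, the immediate early genes (median -0.19), the phase II enzymes (0.12) and the Core Enrichment genes (0.33). The Adra1b call was lost on leaving out any of 8 of the 20 arrays. Immediate early genes and phase II enzymes had passed under vehicle, and not between the genotypes after tunicamycin. For these lists a different start cannot be told apart from a different response. With the estimated correlation none of the list calls held (adjusted p = 0.860, 0.860 and 0.0995), and those of the immediate early genes and the phase II enzymes were each lost on leaving out any of 9 of the 20 arrays.

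In WT livers with tunicamycin, 1 of the 100 splits, the real one, gave as many probesets called (8556, with 4 as the highest other). The same held for genotype under vehicle (1 split, with 6 against 2 as the highest other) and under tunicamycin (1 split, with 25 against 5). These genotype counts stood above the other splits, but 100 splits and counts this small do not exclude chance. In NFIL3 KO livers with tunicamycin the real split also gave the most (8361). The highest other split gave 3344, from exchanging replicate 3 of the tunicamycin group with replicate 5 of the vehicle group, and 3 splits gave more than 100. A split that mixes treated and vehicle arrays puts the treatment effect into the spread within groups. The tunicamycin counts were therefore nearly bound to be the highest. The split with 3344 leaves the other 4 arrays of each group in place. For the interaction chance was not excluded, since 6 of the 100 splits gave at least as many as the real one (1, highest other 2).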

How the results depend on the processing

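Leaving out the 3 arrays that stood apart, and GSEA of the LIVER-ID genes without the Core Enrichment genes or without replicate 3 of the NFIL3 KO tunicamycin group, were tests chosen only after the result was seen. No called difference or camera list reversed its direction, but the GSEA score of the LIVER-ID genes (1.33) turned to -0.963 without the Core Enrichment genes. The Core Enrichment genes were picked from these arrays, so that alternative says nothing about stability. The genotype contrast under tunicamycin (25 probesets) gave 38 with cyclic loess, 61 above the median brightness, 54 among probesets with 1 symbol, 54 for gene means, 52 for the brightest probesets and 8 with only the 10 arrays compared; without the 3 arrays it gave 35, of which 12 were among the 25. Under vehicle (6) it gave 3 without moderation and 1 with only the 10 arrays. The interaction (1) gave 2 with cyclic loess, above the median brightness, with 1 symbol, at either gene level, with trend and robust variance and with array weights. With the block for the replicate number it gave 0 in limma (1722 at an unadjusted p under 0.05 without the block); the numbers do not pair the mice, as the mean correlation of arrays sharing a number was -0.002 and 3 of the 20 arrays were closest to their own number. Requiring 1.5-fold as well left 5106 in WT and 4903 in NFIL3 KO livers, which the added requirement itself explains. For the others the cause was not tested.

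For Cyp3a11 after tunicamycin (0.64), the call ended with medians subtracted (0.63, adjusted p = 0.0582), with the replicate block (0.64, adjusted p = 0.0930) and without the 3 arrays (0.64, adjusted p = 0.143). At the level of probesets Cyp3a11 was not called either. Other calls of named genes ended too. With the replicate block they were Nat8 under vehicle (adjusted p = 0.130), Apoa4 (0.0533), Zbtb16 (0.0833), Fam187b (0.0522) and Tmem86b (0.0844) after tunicamycin and the interaction of Adra1b (0.0553). Nat8 was lost with medians subtracted (0.0629) and Apoa4 with trend and robust variance (0.129). Without the 3 arrays, Apoa4 (0.238), Zbtb16 (0.128), Gria3 (0.0581), Hid1 (-0.55, 0.143), Fam187b (0.201), Tmem86b (0.189) and Ugt2b1 with tunicamycin in NFIL3 KO livers (0.0515) were lost. Nr1h4 passed in NFIL3 KO livers with cyclic loess (0.0306), above the median brightness (0.0297), with trend and robust variance (0.0318) and without replicate 3 of the NFIL3 KO vehicle group (0.0443), and Ddit3 passed under vehicle without replicate 5 of that group (0.96, 0.0443). Lists called by camera (27 and 28 for tunicamycin, then 9, 6 and 7) numbered 12, 12, 0, 1 and 0 with the estimated correlation. Fry gave 0 under vehicle, 2 for genotype under tunicamycin and 0 for the interaction, and GSEA gave 10, 11 and 14. LIVER-ID genes passed in GSEA after tunicamycin (adjusted p = 0.0340), but not without replicate 3 of the NFIL3 KO tunicamycin group (0.0719). The interaction kept 2 lists without the 3 arrays and 4 with the brighter background. The correlation of genotype effects between treatments was 0.351 for brighter genes and 0.243 for all.

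Leaving out single arrays gave 7760 to 8931 probesets in WT and 7370 to 9074 in NFIL3 KO livers, 4 to 7 for genotype under vehicle, 15 (without replicate 2 of the NFIL3 KO tunicamycin group) to 31 under tunicamycin, and 1 to 3 for the interaction. The interaction had 3 without replicate 3 of the NFIL3 KO tunicamycin group and 2 without its replicate 1, replicate 1 of the WT vehicle group or replicate 3 of the NFIL3 KO vehicle group. Cyp3a11 lay between 0.56 and 0.70 and was lost in 12 of 20 fits, and the interaction of Nfil3 lay between -1.91 and -1.56. Lists under vehicle numbered 1 to 12, with 1 without replicate 1, 5 without replicate 2 and 5 without replicate 4 of the WT vehicle group, and 3 without replicate 2 and 2 without replicate 5 of the NFIL3 KO vehicle group. Lists in the interaction numbered 1 to 12, with 2 without replicate 2 and 11 without replicate 3 of the WT vehicle group, 4 without replicate 4 of the WT tunicamycin group, 2 without replicate 2 and 12 without replicate 4 of the NFIL3 KO vehicle group, and 1 without replicate 3 and 11 without replicate 5 of the NFIL3 KO tunicamycin group. Lists for tunicamycin numbered 27 to 29 in each genotype, and 5 to 9 for genotype under tunicamycin. Array signal close to background limits the sizes given for dim genes; in at least 1 group Psat1, Aldh18a1, Cyp2b10, Osbpl3, Lonrf3 and Fam187b lay on average below the lowest array median (4.65).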

Other observations

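The test of NK cell markers, and those of the LIVER-ID genes without the Core Enrichment genes or without replicate 3 of the NFIL3 KO tunicamycin group, were chosen only after the result was seen. In WT livers the core clock genes Arntl (2.89) and Per1 (1.80) rose and Per3 (-1.63) fell with tunicamycin, and the circadian clock list, with 5 rises and 5 falls among 16 genes (5 and 7 adjusted over the list alone), did not pass as a whole (adjusted p = 0.858). Cholesterol synthesis moved in both directions, with Mvd (1.90) and Fdps (1.25) among 4 rises and Dhcr7 (-1.59) and Insig1 (-1.39) among 9 falls (adjusted p = 0.0522). Oxidative stress genes of the NRF2 list had 4 rises, such as Hmox1 (1.62) and Srxn1 (1.49), and 5 falls among 13 (adjusted p = 0.819). Immediate early genes had 5 rises, led by Btg2 (2.15) and Nr4a2 (1.59), and 2 falls, among them Dusp1 (-1.54), among 16 (adjusted p = 0.119). Acute-phase proteins had 4 rises, including the metallothionein genes Mt2 (2.71) and Mt1 (1.54), and 3 falls among 23 (adjusted p = 0.970; median -0.11, mean 0.25). NF-kB and chemokine genes had 2 rises (Icam1 1.04) and 3 falls (Irf1 -0.98) among 19 (adjusted p = 0.995), and cell cycle genes 3 rises (Top2a 1.67) and 4 falls (Cdk1 -0.61) among 23 (adjusted p = 0.819). Female-biased genes had 3 falls, led by Abcd2 (-1.81) and Acot3 (-1.29), among 15 (adjusted p = 0.146), and housekeeping genes 6 rises (Ywhaz 0.83) and 2 falls (Gusb -0.86) among 13 (adjusted p = 0.237). Apart from the clock, these counts were the same adjusted over the list alone.

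Markers of other cells moved little in WT livers with tunicamycin, and none of their lists passed in camera. Kupffer cell and macrophage markers had 2 rises, of Marco (1.59) and Adgre1 (0.62), among 14 (adjusted p = 0.325), and sinusoidal endothelial markers 4 falls, such as Clec4g (-0.47), among 12 (adjusted p = 0.0949). Cholangiocyte markers had 1 rise, of Krt23 (1.89), and 1 fall, of Sox9 (-0.62), among 7 (adjusted p = 0.939). Dendritic cell markers had 1 rise (Naaa 0.65) and 3 falls (Cadm1 -0.78) among 13 (adjusted p = 0.538), and adipocyte markers 1 rise (Cidec 0.86) and 1 fall (Car3 -0.64) among 7 (adjusted p = 0.906). There was 1 fall among stellate cell markers (Col3a1 -0.42; adjusted p = 0.626), T cell markers (Themis -0.41; adjusted p = 0.506) and NK cell and ILC1 markers (S1pr5 -0.55; adjusted p = 0.906). No marker was called by limma for neutrophils (adjusted p = 0.763), B cells (0.970), platelets (0.667), erythroid cells (0.869) or pancreatic acinar cells (0.897). These counts were the same adjusted over the list alone.

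NFIL3 is needed for the development of NK cells, and a hypothesis was that fewer NK cells in NFIL3 KO livers might lower their markers. The NK cell and ILC1 list gave a camera p of 0.144 under vehicle, where its median (0.02) was not lower in NFIL3 KO livers. Under tunicamycin the median was -0.02 (camera, adjusted p = 0.872). The hypothesis cannot be told apart from equal numbers, since most of these markers lay near the floor of the arrays, with Gzma at 2.71 and Klrd1 at 3.12 in WT livers given vehicle. The brighter markers S1pr5 (-0.06), Nkg7 (0.04), Prf1 (-0.06) and Tbx21 (0.22) did not pass in limma under vehicle. The Klra family is uncertain.

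A further hypothesis was that the rise of LIVER-ID genes called by GSEA in NFIL3 KO livers after tunicamycin might rest on the Core Enrichment genes or on 1 array. Without the Core Enrichment genes the p was 0.60 and the score was negative (-0.963), but this test decides nothing, since these genes were picked from the same arrays and 13 of the 27 are among the 27 leading genes of the list. Of 4000 random lists 13 scored as high, and 0 were still called without their own top 27 genes, a stronger removal than that of the Core Enrichment genes. Without replicate 3 of the NFIL3 KO tunicamycin group the unadjusted GSEA p was 0.0183 and the score stayed positive (1.23). The adjusted p of 0.0719 no longer passed, so the call itself was lost. That array is therefore neither shown nor excluded as the cause. The group with super-enhancers still passed without it (adjusted p = 0.0219).

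Nampt, a gene of NAD synthesis chosen after its values were seen, was higher in NFIL3 KO than in WT livers after tunicamycin (0.83, adjusted p = 0.00112), with levels of 8.84 and 8.01. It fell by 1.30 in WT and by 0.75 in NFIL3 KO livers with tunicamycin, and the interaction did not pass (0.55, adjusted p = 0.910).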
